A study of Drosophila melanogaster with 8 samples. Its data were reported in "Evolutionary analysis reveals regulatory and functional landscape of coding and non-coding RNA editing" (2017).

How the data were processed

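Gene expression was measured by RNA sequencing in fly heads, in 4 libraries from a mutant whose ADAR editing enzyme is catalytically inactive (EA, genotype y, sc, Adar E374A) and 4 libraries from a wild type (WT, white Canton-S). The flies were 3-day-old males kept at 18 °C. The study's methods describe the mutant as backcrossed to white Canton-S. Per the labels, the RNA was depleted of ribosomal RNA and sequenced as paired-end reads of 75 bp.

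The deposited table gave a signal for each of 14622 gene identifiers in each library, which was a read count that the authors had divided by 1 size factor per library with DESeq2. The mean signal over the libraries was also in the deposited table. Beside it the authors gave a log2 fold change of EA over WT, shrunken towards 0, and its standard error, also on the log2 scale. The deposited table further held the Wald statistic, which is a score, and a p-value before and after adjustment. The study's methods name TopHat for alignment. The genome build, the annotation and the program that counted reads per gene were not stated. Every value divided by the smallest step of its column was a whole number (100% of values in each library), so whole reads were recovered by that division.

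Total reads per library, summed over the table, ran from 12517490 to 24342035 in EA and from 9930607 to 19173154 in WT. Intervals of counting error are not given, because each comparison rests on the spread between the 4 replicates of a group. A group in which no library had more than 3 reads of a gene was treated as being at the floor of detection, and a fold against it was computed from 3 reads per library and written as a lower bound. Such floors cover counting error only.

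The comparison planned first was an edgeR test on counts. The plan made before the data were examined also named the test to use should the table hold normalized values, and that test was followed. It was a limma fit (lmFit, then eBayes with a trend) on log2 of the normalized count plus 1, for genes with a mean normalized count of at least 10, with group as the only term and all 8 libraries. The p-values were two-sided and were adjusted by the Benjamini-Hochberg method over the 10347 genes tested, with a threshold of 0.05. Differential expression refers to this test unless another is named. List scores and library measures were compared by two-sided exact permutation tests over the 70 assignments of 4 against 4, for which the smallest possible p is 0.0286. Shares of genes were compared by two-sided Fisher's exact tests across genes, which are not independent replicates.

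Gene symbols and positions came from the Ensembl annotation of assembly BDGP6.54 (release 115), matched by FlyBase identifier. Of the 14622 identifiers, 14023 (95.9%) matched. Positions are those of this annotation and were not used to recompute any count. Among identifiers with a mean of at least 10 reads, 177 in 86 sets had identical reads in all libraries. Of the 83 sets with positions, 81 held genes that overlap each other, so members of a set are not separate measurements.

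Other planned comparisons used gene lists and positions. The share of differentially expressed genes within 5 Mb of Adar on chromosome X was compared with that of all other tested genes. The reason was that y, sc and Adar lie together near the end of X, where sequence linked to them can differ between the strains. There were 8 gene lists written in advance. The lists were immune effectors, eye, neuron, glia, clock, accessory gland, testis and midgut. The 5 lists with at least 5 tested genes were examined by camera in limma with a preset correlation between genes of 0.01, adjusted over the 5 lists, with fry and an estimated correlation as alternatives. A list score was the mean over tested members of the log2 normalized count.

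The genes to be named were set by a rule made before the data were examined. It covered Adar, y, sc, w, CG42540 and CG12567 (both from the study's microRNA panel), members of a list under discussion, and the 5 largest rises and 5 largest falls. The latter were taken among differentially expressed genes with a mean of at least 50 reads per library and with all 4 libraries of one group above all 4 of the other. Of these, sc was not analysed here. Genes outside the rule were chosen after their values were seen. They were nAChRalpha6, Vha100-4, CG17325, CG42305, se, t, Tat, hgo, HIP, HIP-R, Ag5r, CG34220 and the transcripts confined to pairs of libraries. Single members picked out of the lists (Syt1, ninaE, Arr2, inaF-B, inaC, trp, trpl, per, tim, Clk, cry, BomS1, Mtk, DptA, Jon65Aiv and Amy-p) were also picked after their values were seen. Further genes were looked at singly and are not reported on their own, among them AttC, elav, nSyb, brp, Ubi-p5E and CG11700, so the genes described are a selection. Some of those left out reversed direction under an alternative or had 1 library far from the others.

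Alternatives planned in advance covered scaling between libraries, the test (edgeR, DESeq2, limma-voom), the filter on low values, a pseudocount of 0.1, a threshold of 0.01, testing against a fold change of 1.2, the replicate number as a block, leaving out each library, and leaving out genes near Adar. The following were chosen after seeing the data: TMM scaling within limma, 1 surrogate variable, removal of each library's trend with exon length (loess, span 0.3), DESeq2 with a prior on the fold change, edgeR with a mean of at least 10 reads, edgeR calls in the comparison near Adar, and a covariate for a split of the libraries picked because it gave the most genes at an unadjusted p under 0.05. The effect of leaving out each library on the gene lists was also added after seeing the data.

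The procedure was tested on simulated data, with 200 genes changed by 1.5 to 3 on the log2 scale. The limma test recovered 197 of them (98.5%) among 10421 genes tested, and 4.15% of its 217 calls were false. A further list of genes was shifted by a smaller amount, and calls of these were not counted as false. Of the calls by edgeR among 10250 genes 4.57% were false, and by DESeq2 among 12492 genes 17.2%. Genes that failed edgeR's filter on low counts were simulated with the largest dispersion found among the others. DESeq2 tested more of these genes than the other tests, so its share of false calls need not hold for the real data. With no gene changed, limma and edgeR made 0 calls and DESeq2 made 4. The recovery applies to changes of the planted size. The 125 genes called in the real data had a median change of 0.898 in size on the log2 scale, and the smallest was 0.350. How many changes of that size were missed was not tested.

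A planned comparison of genes edited in the 3′UTR with genes edited in coding sequence was not analysed here. As planned, its gene sets were to be found by placing the study's primers on the genome sequence, and neither that sequence nor a list of annotated editing sites was used here. GC content was not examined, also for want of the sequence. The analysis used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.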

Results

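Head transcriptomes were compared between the EA mutant and WT, with 4 replicate libraries in each group. The libraries held 12517490, 14826555, 13140478 and 24342035 reads in EA replicates 1 to 4 and 11787752, 9930607, 13685987 and 19173154 in WT replicates 1 to 4 (exact permutation p = 0.514 for the difference in means). The number of identifiers with reads was 12756 ± 273 in EA and 12590 ± 252 in WT (mean ± SD, n = 4; exact permutation p = 0.486). A set of 7 abundant identifiers without a symbol in the annotation took 9.71% ± 2.49 of the reads in EA and 16.0% ± 4.71 in WT (mean ± SD, n = 4; exact permutation p = 0.0857). Mitochondrial genes took 5.39% ± 1.51 and 3.96% ± 1.02 (mean ± SD, n = 4; exact permutation p = 0.171). Spearman's rho between pairs of libraries, across genes, ran from 0.956 to 0.991. The first principal component held 39.1% of the variance. On it all EA libraries (-35.7 to -11.0) lay below all WT libraries (1.4 to 46.0). It also set WT replicates 2 and 4, at 39.5 and 46.0, apart from the other libraries. The second component held 24.8%.

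The first comparison asked which transcripts differ in level when ADAR cannot edit. Of 10347 genes tested, 125 were differentially expressed at an adjusted p under 0.05, with 68 higher and 57 lower in EA. At an unadjusted p under 0.05 there were 1309. In all 125, the 4 libraries of one group lay above the 4 of the other. This held for 827 (7.99%) of all tested genes, where chance gives 2.86%. Of the 125, 2 (CG17325 and CG42305, picked out after their values were seen) share 1 position on 2L, 18812648 to 18813941, and had identical reads. Their log2 fold change was -1.28 ± 0.20 (SE, n = 4 per group; limma adjusted p = 0.0180, and 0.0825 without WT replicate 2). The adjusted p was also above 0.05 without WT replicate 3 (0.0686) and without WT replicate 4 (0.0511). Some other genes among the 125 also overlap in position and had similar, though not identical, counts. The 125 are therefore not all separate measurements. In 3 of the 125 genes, 1 of the groups was at or below 3 reads in every library.

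By ratio, a threshold of 0.01 in limma moved the count most among the settings without an added term, to 26. Among the tests, DESeq2 gave 520 differentially expressed genes, 300 higher and 220 lower, which held all 125, whereas edgeR gave 133, of which 118 were shared. The authors' own adjusted p-values were under 0.05 for 474 of the 11711 genes that had one, 278 higher and 196 lower, and included 123 of the 125. Single libraries also moved the limma count by more than 1.5 times. It was 38 without WT replicate 2, 53 without EA replicate 4, 55 without EA replicate 1, 60 without WT replicate 3 and 78 without WT replicate 4. The highest count with a library left out, 186, was without EA replicate 2, and 138 of these genes were higher in EA.

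The labels were examined through the genes that define the strains. Adar (FBgn0026086, X, 1773725 to 1788065) carries a point mutation in EA. Its normalized read count was 5029 ± 1372 in EA and 4050 ± 523 in WT (SD, n = 4), a log2 fold change of 0.28 ± 0.18 (SE; limma adjusted p = 0.594). The fold change was 0.12 without EA replicate 1 and 0.44 without EA replicate 3. Transcripts of w (FBgn0003996, X, 2790599 to 2796466), the gene mutated in the white WT strain, had normalized counts of 134, 146, 189 and 173 in EA. In WT no library had more than 3 reads of it, so its level was at least 45.8-fold higher in EA (limma adjusted p = 1.43e-04). The gene y (FBgn0004034, X, 356509 to 361245) had a normalized count between 0.879 and 2.30 in EA and between 0.692 and 6.62 in WT, which was below the minimum for testing.

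The study examined CG42540 and CG12567 for editing events that create microRNA sites. It chose genes by a cutoff on the log2 fold change and reported both of these as higher in EA. The authors' deposited log2 fold changes were 0.28 and 0.20 (DESeq2 adjusted p = 0.555 and 0.655). CG42540 (FBgn0260657, 3L, 4556087 to 4592295) had a normalized count of 5942 ± 1582 in EA and 4739 ± 649 in WT (SD, n = 4), a log2 fold change of 0.30 ± 0.19 (SE; limma adjusted p = 0.594). CG12567 (FBgn0039958, 2L, 23161122 to 23174484) had 747 ± 143 and 642 ± 56.8 (SD, n = 4), a log2 fold change of 0.20 ± 0.14 (SE; limma adjusted p = 0.613). Neither difference exceeded the spread between replicates. Without EA replicate 3 the fold changes were 0.48 and 0.32 (limma adjusted p = 0.155 and 0.221), and without EA replicate 1 they were 0.15 and 0.10.

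After w, the largest rises were in lncRNA:CR40469, CG8665, Hpd and CCHa2. The noncoding RNA lncRNA:CR40469 (FBgn0058469, X, 122493 to 122706) had a normalized count of 2222 ± 790 in EA and 37.1 ± 3.35 in WT (SD, n = 4), a log2 fold change of 5.81 ± 0.21 (SE; limma adjusted p = 1.90e-06). CCHa2 (FBgn0038147, 3R, 13389059 to 13395197) had 2141 ± 406 and 416 ± 49.0, a log2 fold change of 2.35 ± 0.14 (limma adjusted p = 8.28e-05). CG8665 (FBgn0032945, 2L, 21371227 to 21377995) rose by 3.33 ± 0.47 and Hpd (FBgn0036992, 3L, 20438166 to 20439872) by 2.84 ± 0.40 on the log2 scale, both with an adjusted p of 0.0120. Without WT replicate 2, the adjusted p of Hpd was 0.0589.

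The largest falls were in CG32523, CG8329, CG8343, CG9676 and CG7829. CG32523 (FBgn0052523, X, 21217878 to 21218835) had a normalized count of 7.29 ± 10.9 in EA and 493 ± 213 in WT (SD, n = 4), a log2 fold change of -6.70 ± 0.83 (SE; limma adjusted p = 0.00580). CG8329 (FBgn0036022, 3L, 9638112 to 9639021) had 59.8 ± 58.2 and 2575 ± 777, a log2 fold change of -6.66 ± 1.27 (adjusted p = 0.0466). CG8343 (FBgn0040502, 2R, 6179726 to 6180356) followed at -6.60 ± 1.26 (adjusted p = 0.0468), CG9676 (FBgn0030773, X, 16699152 to 16700170) at -6.41 ± 1.06 (adjusted p = 0.0230) and CG7829 (FBgn0039703, 3R, 29816738 to 29817764) at -5.66 ± 0.98 (adjusted p = 0.0296). The last 4 of these genes were lowest in EA replicate 2. Each had an adjusted p above 0.05 in the fit without EA replicate 1 and in each fit without a WT replicate. Without WT replicate 2 it was 0.152 for CG8329 and CG8343, 0.0933 for CG9676 and 0.111 for CG7829. In the authors' own DESeq2 test, CG8329 and CG8343 had adjusted p-values of 0.108 and 0.0632. The authors' shrunken log2 fold changes ran from -0.73 for CG9676 to -0.51 for CG8329 across the genes with the largest falls.

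**Figure D1:**
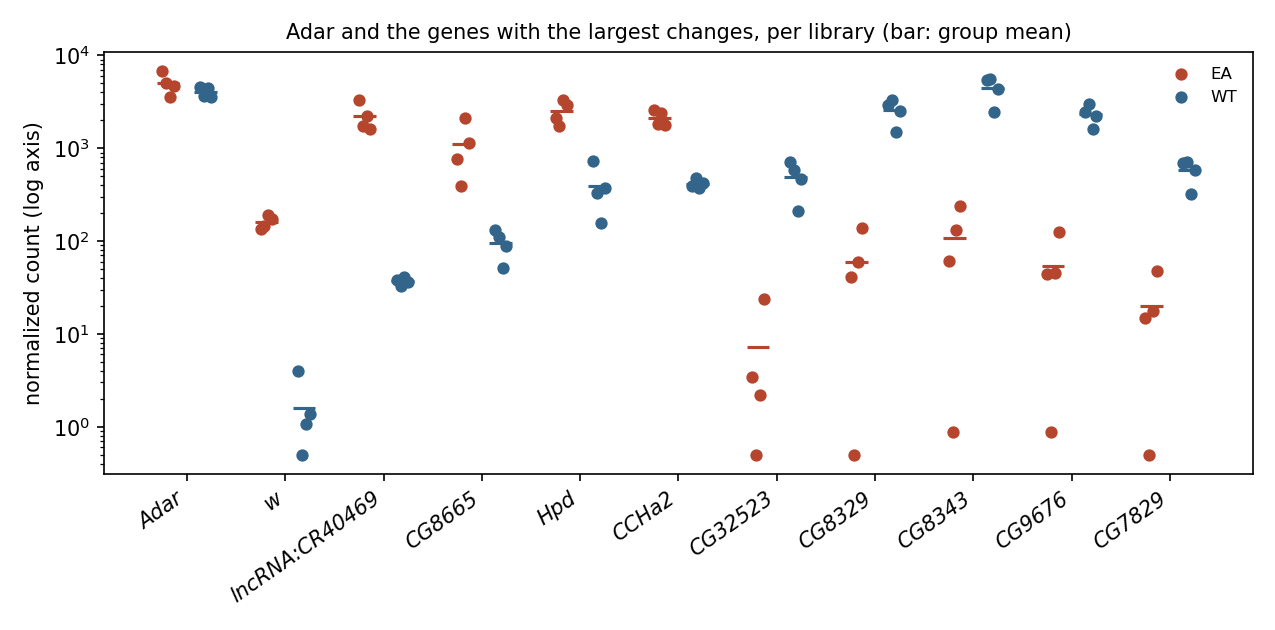
Normalized read counts (log axis) of Adar and of the 5 genes with the largest rise and the 5 with the largest fall, in each of the 4 EA and 4 WT libraries; points are libraries, bars are group means and a count of 0 is drawn at 0.5. Counts of w lie between 134 and 189 in EA and at or below 3.97 in WT.

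Other genes were picked out after their values were seen. The acetylcholine receptor subunit gene nAChRalpha6 (FBgn0032151, 2L, 9793317 to 9886250) had a normalized count of 16915 ± 5928 in EA and 3434 ± 1084 in WT (SD, n = 4), a log2 fold change of 2.28 ± 0.31 (SE; limma adjusted p = 0.0106). The value of t (FBgn0086367, X, 9217655 to 9223257) rose by 1.08 ± 0.11 (adjusted p = 0.00159), that of se (FBgn0086348, 3L, 8520552 to 8521489) changed by -1.41 ± 0.10 (adjusted p = 1.43e-04). Tat and hgo rose by 1.30 ± 0.23 and 1.76 ± 0.30 (adjusted p = 0.0354 and 0.0276), and without EA replicate 4 these adjusted p-values were 0.124 and 0.104. Both were also above 0.05 in the fits without EA replicate 1, WT replicate 2, WT replicate 3 or WT replicate 4. The neighbouring genes HIP (FBgn0260484, X, 3799150 to 3801570) and HIP-R (FBgn0029676, X, 3789969 to 3792477) moved apart, with log2 fold changes of 0.90 ± 0.09 and -0.78 ± 0.12 (adjusted p = 0.00141 and 0.0156). Without WT replicate 3 the adjusted p of HIP-R was 0.0604, and without EA replicate 4 it was 0.0579. Vha100-4 (FBgn0038613, 3R, 18386841 to 18389805) had at most 2 reads in any EA library and 34.7 ± 8.59 normalized counts in WT (SD, n = 4). Its level was at least 12.5-fold lower in EA (limma adjusted p = 0.00164).

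A further comparison asked whether differentially expressed genes lie near Adar. Of 475 tested genes within 5 Mb of Adar, 23 (4.84%) were differentially expressed, against 102 of 9872 (1.03%) elsewhere or without a position in the annotation (odds ratio 4.87; Fisher's exact test across genes, p = 9.52e-09). Of the 23, 14 were higher and 9 lower in EA. Among the tests, DESeq2 moved the odds ratio most, to 2.28 (Fisher's exact p = 1.12e-06). Within 2 Mb, 13 of 269 genes (4.83%) were differentially expressed (odds ratio 4.52, Fisher's exact p = 2.12e-05). The remainder of X had 14 of 1153 (1.21%) and the genes placed on the other chromosome arms 87 of 8324 (1.05%; Fisher's exact p = 0.543). By 2 Mb bins of X, the share was highest between 2 and 4 Mb, at 10 of 136 genes (7.35%). On the autosomal arms it ran from 0.768% on 3R to 1.32% on 2R. The genes w, lncRNA:CR40469, per, HIP and HIP-R lie within 5 Mb of Adar. The odds ratio was 2.93 without WT replicate 1 and 3.03 without EA replicate 2 (Fisher's exact p = 0.00117 and 1.40e-05).

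**Figure D2:**
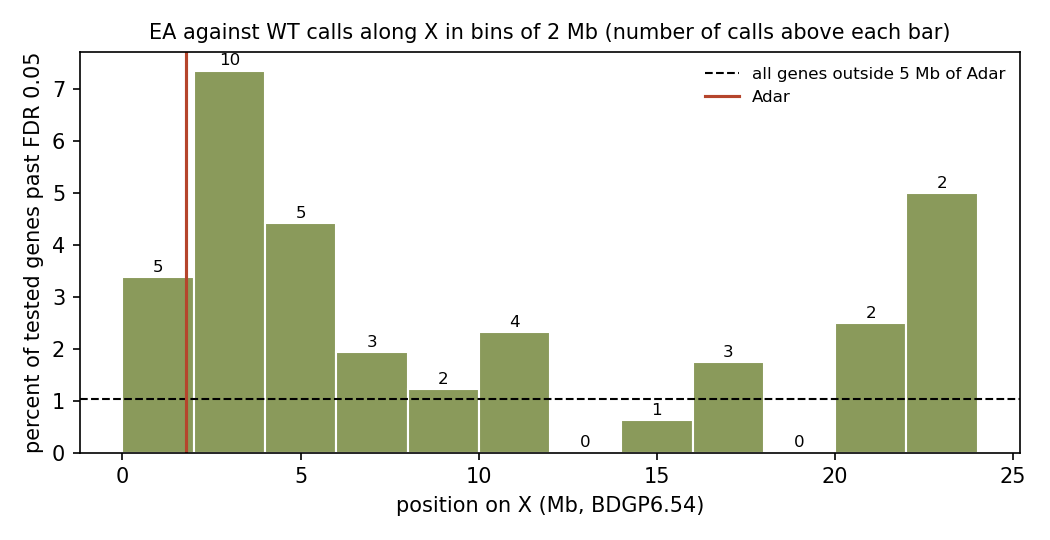
Share of tested genes that were differentially expressed (percent, from 0) in bins of 2 Mb along chromosome X, with the number of such genes above each bar. The bin from 2 to 4 Mb has the highest share, 7.35% (10 of 136 genes).

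The marker lists asked whether groups of functionally related genes shifted together. Of 19 eye genes 18 were in the table and tested, and 17 of these were higher in EA, with a median log2 fold change of 0.44 (camera adjusted p = 6.53e-11). The eye list score was 13.13 ± 0.10 in EA and 12.77 ± 0.13 in WT (SD, n = 4; exact permutation p = 0.0286). Over all genes tested 4 eye genes were differentially expressed, and 12 when adjusted over the list alone. Of 28 immune effector genes 27 were in the table and 25 were tested. Of these, 24 were higher in EA, with a median log2 fold change of 1.91 (camera adjusted p = 1.15e-08), also with 2 genes that were at the floor in 1 group set to their bounds. The EA and WT scores of this list overlapped, at 6.99 ± 2.39 in EA and 5.04 ± 0.36 in WT (SD, n = 4; exact permutation p = 0.114). Over all genes 0 immune genes were differentially expressed (11 at an unadjusted p under 0.05), and 7 when adjusted over the list alone. The authors' own DESeq2 adjusted p-values were under 0.05 for 6 of the 25 immune genes and 9 of the 18 eye genes. The median was 1.23 without EA replicate 3, with 23 of 25 genes higher, and 2.67 without EA replicate 2.

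The other lists did not pass 0.05 with camera. For 9 clock genes, all in the table and tested, the adjusted p was 0.205. Their score was 10.97 ± 0.02 in EA and 11.10 ± 0.07 in WT (SD, n = 4; exact permutation p = 0.0286). Of the clock genes 1, per, was differentially expressed over all genes, and 2 when adjusted over the list alone. For 15 neuron genes (of 18 listed, 15 in the table) the adjusted p was 0.847 and the exact permutation p of the score was 0.857. No neuron gene was differentially expressed over all genes (0, with 3 at an unadjusted p under 0.05), and 2 were when adjusted over the list alone. Without EA replicate 3 the neuron list passed, with an adjusted p of 0.00510 and 14 of 15 genes higher. For 11 glia genes, all in the table and tested, the adjusted p was 0.847 and the exact permutation p of the score was 0.571. Of the glia genes 0 were differentially expressed (2 at an unadjusted p under 0.05), and 0 when adjusted over the list alone. With fry, the eye and clock lists passed (both adjusted p = 0.0109) and the immune list did not (0.242). With an estimated correlation no list passed, and the smallest adjusted p was 0.243, for the eye list.

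Lists for tissues of the body that a head dissection leaves out were sparsely detected. Of 18 accessory gland genes 8 were in the table, none had a normalized count above 9.18 in any library and 0 were tested. Of 17 testis genes 6 were in the table and 2 were tested, with a largest normalized count of 62.6. Of these 0 were differentially expressed over all genes (1 at an unadjusted p under 0.05), and 1 when adjusted over the list alone. Of 19 midgut genes 9 were in the table and 2 were tested. The largest midgut count was 200.2, for Amy-p in EA replicate 3. Vha100-4 was the 1 midgut gene that was differentially expressed, over all genes and when adjusted over the list alone.

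**Figure D3:**
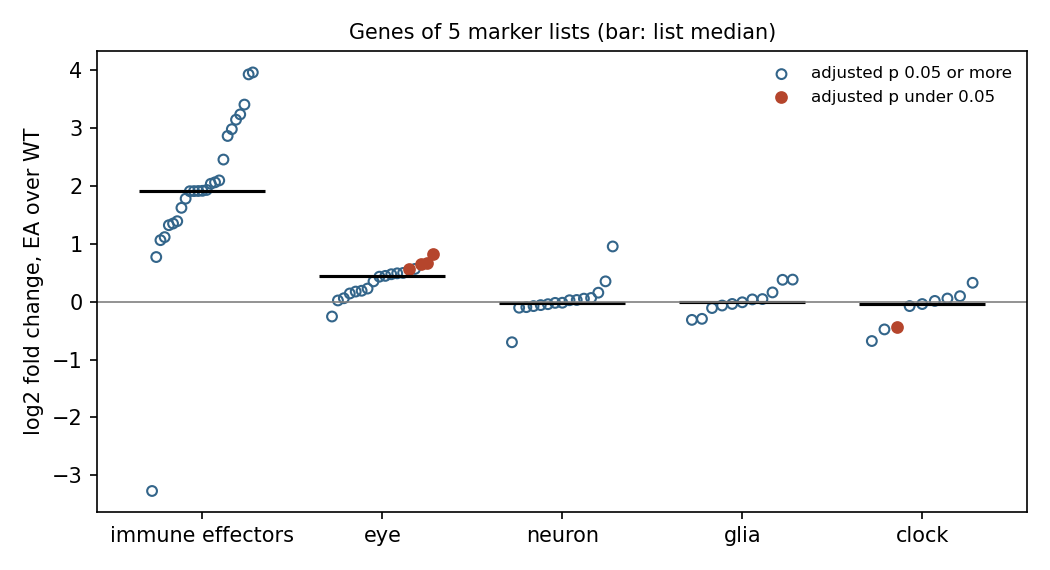
Log2 fold change, EA over WT, of each tested gene of 5 marker lists; circles are genes, filled where the limma adjusted p is under 0.05, and bars are list medians. The eye median is 0.44 with 17 of 18 genes above 0, and the immune median is 1.91 with 24 of 25 above 0.

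Members of these lists that were picked out after their values were seen moved by different amounts. Arr2 (FBgn0000121, 3L, 8647261 to 8648936) had a normalized count of 75861 ± 7587 in EA and 42851 ± 5587 in WT (SD, n = 4), a log2 fold change of 0.83 ± 0.13 (SE; limma adjusted p = 0.0166). inaF-B rose by 0.66 ± 0.09 and inaC by 0.56 ± 0.09 (adjusted p = 0.0107 and 0.0166). Without WT replicate 2 the adjusted p-values of Arr2, inaF-B and inaC were 0.0860, 0.0508 and 0.0843. Those of Arr2 and inaC were also above 0.05 without EA replicate 4 and without WT replicate 3, and that of Arr2 without WT replicate 1. The rhodopsin gene ninaE rose by 0.57 ± 0.13 (adjusted p = 0.0853). The log2 fold change was 0.02 ± 0.11 for trp, with a sign that depended on the library left out, and -0.26 ± 0.08 for trpl (adjusted p = 0.971 and 0.218). Of the neuron list, Syt1 (FBgn0004242, 2L, 2772327 to 2799979) rose by 0.95 ± 0.20 (adjusted p = 0.0557, and 0.00702 without EA replicate 3). In the clock list, per (FBgn0003068, X, 2685580 to 2692780) had a log2 fold change of -0.44 ± 0.09 (adjusted p = 0.0492, 0.0507 under TMM scaling and 0.162 without EA replicate 4) and tim (FBgn0014396, 2L, 3493986 to 3508119) one of -0.48 ± 0.10 (adjusted p = 0.0635). Among the limma fits that left out 1 library, per stayed under 0.05 only without EA replicate 3 (adjusted p = 0.0335). Clk changed by 0.33 ± 0.15 and cry by 0.10 ± 0.17 (adjusted p = 0.425 and 0.887), and the sign of cry depended on the library left out. Of the immune list, BomS1 rose by 2.04 ± 0.49 (adjusted p = 0.0988, and 0.0153 without EA replicate 2). With DESeq2 the adjusted p-values of ninaE, trpl, Syt1, tim and BomS1 were 6.89e-05, 0.0356, 5.31e-05, 6.49e-04 and 0.00178.

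All 35 ways of dividing the 8 libraries into 4 and 4 were put through the same tests. With limma and with edgeR, EA against WT gave 125 and 133 differentially expressed genes and each other split gave 0. The other splits had between 92 and 2342 genes at an unadjusted p under 0.05 in limma. With DESeq2, 28 of the 34 other splits gave genes at an adjusted p under 0.05, with a median of 8. The split of EA replicates 1 and 2 with WT replicates 1 and 3 against the rest gave 842, more than the 520 of EA against WT.

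**Figure D4:**
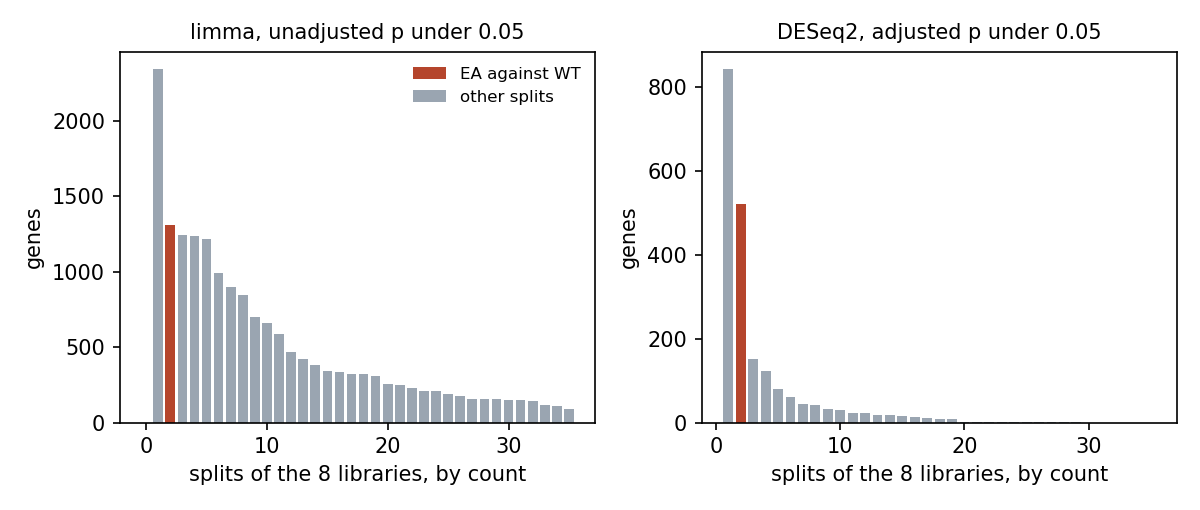
Number of genes for each of the 35 splits of the 8 libraries into 4 and 4, sorted by number, at an unadjusted p under 0.05 in limma (left) and at an adjusted p under 0.05 in DESeq2 (right), with EA against WT in red. EA against WT ranks behind 1 other split in both panels, with 1309 against 2342 genes in limma and 520 against 842 in DESeq2.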

Values the study reported

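In the study's own test, transcripts with editing sites in the 3′UTR shifted upwards in the EA mutant relative to transcripts with sites in other regions, with p = 0.016. For transcripts carrying several 3′UTR sites the corresponding value was p = 0.004.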

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

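All tests in this part were chosen only after the results were seen. In 103 groups of 4 libraries, taken from the genes and library measures reported here, the highest or lowest library was compared with the gap that separates a single value at the 95% level of Dixon's test. In 9 of them a library lay apart, 3 of these in EA replicate 2, 2 in EA replicate 3, 2 in WT replicate 4, and 1 each in EA replicate 4 and WT replicate 2. Several of the genes were picked because a library stood out, so this number cannot be set against the 5.15 that chance gives for genes picked without regard to that.

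Mtk and DptA, both immune effector genes, were far higher in EA replicate 3 than in the other EA libraries. Mtk had a normalized count of 9546 there against 10.5 to 552 in the others, and DptA had 1562 against 4.02 to 139. The whole immune list was highest in that library, with a score of 10.10. A response in that library alone is argued against. Without it, 5 of the 25 tested immune genes had the other 3 EA libraries above all 4 WT libraries, and no other split of these 7 libraries gave as many (1 of 35; one-sided exact permutation p = 0.0286). EA replicate 1 lay above all WT libraries in 24 of the 25 genes, EA replicate 4 in 10 and EA replicate 2 in 5. The list score itself did not separate the other EA libraries from WT (exact permutation p = 0.143 without EA replicate 3). A response in EA replicates 1 and 3, rather than in EA as a group, cannot be told apart from a difference between the groups. The score of EA replicates 2 and 4 did not differ from WT (exact permutation p = 0.533), but 2 libraries against 4 cannot give a p below 0.0667. A biological difference between the groups stays open and untested.

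CG16826 and Ag5r lay apart in EA replicate 2 and in WT replicate 4. CG16826 had a normalized count of 2232 in EA replicate 2, against 0 in the other EA libraries, and of 22872 in WT replicate 4, against 0 to 3.16 in the other WT libraries. Ag5r had 410 against 6.56 to 18.3 and 3465 against 21.2 to 302. CG16826 is 1 of 6 transcripts that reached 100 or more in these 2 libraries and stayed at or below 10 in the rest. Their sums were 3593 in EA replicate 2 and 37913 in WT replicate 4. The tables argue against midgut, testis or accessory gland tissue, since the genes of these lists summed to at most 130.8 in these libraries, and those of the midgut list to 14.1 in EA replicate 2 and at most 63.7 in any WT library, far below the transcripts. At that low level Jon65Aiv of the midgut list did follow the pattern, with 1.76 in EA replicate 2, 11.8 in WT replicate 4 and 0 in the other libraries. Tissue that no list covers was not tested. They also argue against reads of WT replicate 4 mixed into EA replicate 2. The EA 2 level of the 6 transcripts was 9.48% of that in WT 4, a share that would bring 5022 counts of the 14 transcripts found in WT replicates 2 and 4 alone, and these summed to 8.79 in EA replicate 2. The pattern crosses EA and WT, so the design offers no biological explanation and none was tested.

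The remaining values rest on few reads or small gaps, and no explanation of them was tested. The count of y was 0.879 in EA replicate 2, against 2.19 to 2.30 in the other EA libraries, and this is 1 read. CG32523 had 23.5 in EA replicate 4, against 0 to 3.44 in the other EA libraries, and all 4 WT libraries were at or above 209. In WT replicate 2, trpl had 14830, against 16178 to 16295 in the other WT libraries.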

How the results depend on the processing

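The count of 125 differentially expressed genes moved by more than 1.5 times under several alternatives. DESeq2 gave 520 genes, which included all 125. Chosen after seeing the data, DESeq2 with a prior on the fold change gave 474 (123 shared), removal of the trend with exon length gave 192 (120 shared), and a covariate for the split of EA 1, EA 2, WT 1 and WT 3 against the rest gave 377 (125 shared). That split was picked because it gave the most genes. On simulated data 17.2% of the DESeq2 calls were false, but genes with low counts had been given the largest dispersion there. That share therefore cannot be carried over to the 520 genes, and the cause was not tested. Requiring 10 reads in every library gave 75, which removes genes near the floor in 1 group, and leaving out genes within 5 Mb of Adar also gave 75. Of the 125, 102 were not in that window. Some of these therefore passed only when adjusted together with the small p-values near Adar. Testing against a fold change of 1.2 gave 30 and a threshold of 0.01 gave 26, both stricter by construction. The replicate block gave 26 genes, 25 of them shared. The labels give both groups the replicate numbers 1 to 4, but residuals of libraries with the same number correlated at 0.19, -0.19, -0.23 and -0.12, so the numbers showed no pairing and the block spends degrees of freedom. Across the 8 fits that each left out 1 library the count ran from 38 to 186.

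The count stayed within 1.5 times under TMM scaling (122), upper quartile scaling (128), total count scaling (158, with 74.7% higher in EA and 100 shared), edgeR (133, 138, 141 and 125 under its 4 settings), limma-voom (119), no filter (91), a pseudocount of 0.1 (105) and 1 surrogate variable (117, 90 shared). The odds ratio near Adar stayed above 1 with a Fisher's exact p under 0.05 in all 14 alternatives, from 2.28 to 7.76.

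Among the lists, camera gave the eye list an adjusted p under 0.05 in each fit except with an estimated correlation (0.243). The immune list lost significance under fry (0.242) and the estimated correlation (0.348). Both alternatives account for correlation between the genes of a list. The clock list passed under fry (0.0109) only. The neuron list ranged from 0.00510, without EA replicate 3, to 0.964 across the fits that left out 1 library, and its direction reversed in 4 of them. The glia list reversed under total count scaling (0.777) and the replicate block (0.979), far from the threshold. The cause was not tested.

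Across 35 genes named beside those of the strains, 452 values were recomputed. Of these 369 kept direction and side of the threshold, 69 were weaker, 9 stronger and 5 reversed. The reversals were in trp, whose log2 fold change ran from -0.015 to 0.091 across the fits that left out 1 library, and cry, from -0.019 to 0.20, both near 0 in every fit. Of the 10 genes with the largest changes, 5 lost significance in some fit without 1 library and 6 under the replicate block, and none under the other settings run for them. The low depth of y (at most 5 reads) prevented a test. The comparison of genes edited in the 3′UTR with genes edited elsewhere, and all its alternatives, were not run, because the planned gene sets rest on the genome sequence, which was not used.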

Other observations

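Apart from the tests of linked sequence, scaling between libraries, splits of the libraries and time of day, all tests in this part were chosen only after the results were seen.

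The 125 differentially expressed genes were examined as a set. Of the 35 splits of the 8 libraries, 1 (EA against WT) gave as many genes with limma, and 2 did with DESeq2. The tables argue against gene length bias as the whole cause, since 120 of the genes were kept after the trend with exon length was removed, and against the authors' scaling, since 100 were kept under total count scaling. Accessory gland tissue in the dissected heads is argued against, since no gene of its list exceeded a count of 9.18 in any library. Tissue of the body in general cannot be told apart from other causes. Of the 4 tested genes of the accessory gland, testis and midgut lists 1, Vha100-4 of the midgut list, was differentially expressed, Amy-p of the same list reached 200.2 in EA replicate 3, and no list covers other tissues. Sequence linked to y, sc and Adar that differs between the strains is a candidate explanation for part of the genes (Fisher's exact test, p = 9.52e-09). The window of 5 Mb around Adar held 23 of them, where the share of calls elsewhere would give 4.91. Effects of linked sequence, such as the w allele, on genes outside the window were not tested. A different time of day at collection cannot be told apart from the genotype. The clock gene per passed the threshold narrowly (limma adjusted p = 0.0492, from 5.12e-04 to 0.162 across its alternatives), lies near Adar itself, and the labels give no collection time. Loss of editing stays open for genes inside and outside the window and was not tested.

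The eye transcripts were higher in EA by different amounts. The standard deviation of the log2 fold changes over the 18 eye genes was 0.27, and the largest in any other split was 0.20 (1 of 35 splits as large; exact p = 0.0286). A larger share of eye tissue alone would raise these genes alike, so the tables argue against it as the whole cause. The w allele cannot be told apart from the Adar allele, because every EA library had w transcripts (smallest normalized count 134) and no WT library did above 3 reads. Both may contribute, as may loss of editing.

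For nAChRalpha6 and Syt1, a larger share of neurons in EA heads was tested. The other 14 neuron genes changed by a mean of -0.031 on the log2 scale (exact permutation p = 0.886), but this mean rests on EA replicate 3, without which 14 of the 15 neuron genes were higher in EA (camera adjusted p = 0.00510). Without that library the mean of the other genes was 0.077 and the largest was 0.46, against 1.14 for Syt1. This argues against a share of neurons as the whole cause, and a smaller contribution stays open. A direct effect of lost editing on these transcripts, or a strain difference at them that outlasted the backcross, stays open and was not tested.

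CG8329, CG8343, CG9676, CG7829 and CG32523 summed to between 6082 and 13182 normalized counts in WT libraries and between 1.76 and 573 in EA libraries. Vha100-4 of the midgut list was also lower in EA. Midgut tissue in WT heads is argued against as the source of the 5 genes, since the 9 midgut genes in the table, Vha100-4 included, summed to at most 63.7 in a WT library, and such tissue would bring all its abundant transcripts. The effect of lost editing stays open and was not tested. So does a difference between the strains, although the study's methods describe repeated backcrossing of the mutant to white Canton-S, which leaves less unlinked sequence to differ.

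A search over all 28 pairs of libraries for transcripts at 100 or more in both and at most 10 in the rest found 14 in WT replicates 2 and 4, 6 in EA replicate 2 and WT replicate 4, 2 in EA replicates 1 and 3, and 0 in the other pairs. The 14 included Muc68D (26956 and 19540 normalized counts), CG34324 (21360 and 17199) and CG14645 (11355 and 9140). They summed to 67937 in WT 2 and 52984 in WT 4, which is 0.433% and 0.399% of the reads, and to at most 11.9 elsewhere. CG34220, outside this search because its level elsewhere was 94.1 to 230, had 91939 and 72735 in the same libraries, more than the 14 together. None of the 14 was among the 125 differentially expressed genes. Depth is argued against, since WT replicate 3 had more reads than WT replicate 2 and only 8.04e-05% of them in these transcripts. So are midgut, testis or accessory gland tissue, whose lists summed to at most 134.2 in these libraries, and reads of WT replicate 4 mixed into WT replicate 2, since the 6 transcripts of EA 2 and WT 4 summed to 17.4 in WT 2. No biological explanation was tested, because the design separates no WT libraries.

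HIP and HIP-R moved in opposite directions. Their summed normalized count was 512 ± 36.2 in EA and 462 ± 33.3 in WT (SD, n = 4; exact permutation p = 0.114), and their ratio separated the groups (exact permutation p = 0.0286). Reads divided differently between similar copies by a strain variant cannot be told apart from a change in both genes, because the reads were counted before deposit and the sum decides nothing at this number of libraries.

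The split of EA 1, EA 2, WT 1 and WT 3 against the rest, which was picked from the data, had 2342 genes at an unadjusted p under 0.05 in limma and 0 after adjustment (59 when fitted beside the groups). Depth is argued against as the whole cause, since the second side held both the shallowest library (WT 2, 9930607 reads) and the deepest (EA 4, 24342035). The difference in total reads between the sides (exact permutation p = 0.371) cannot exclude a part played by depth at this number of libraries. Gene length bias is argued against as the whole cause, since 1890 genes were at an unadjusted p under 0.05 in limma after the length trend was removed, 1368 of them among the 2342. No gene passed adjustment then either (0). The share of reads in 253 snoRNA genes was higher on its first side within each group, at 0.263% and 0.244% against 0.200% and 0.156% in EA, and at 0.175% and 0.150% against 0.128% and 0.135% in WT. The labels give no batch, so no batch was tested, and with that split as a covariate 377 genes differed between EA and WT.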
